A study of Homo sapiens with 96 samples. Its data were reported in "CoGAPS matrix factorization algorithm identifies transcriptional changes in AP-2alpha target genes in feedback from therapeutic inhibition of the EGFR network" (2016).

How the data were processed

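Total RNA of 96 samples was hybridised to Affymetrix human U133 Plus 2.0 arrays. Of these, 89 came from the HaCaT constructs HaCaT-Mock, HaCaT-EGFR, HaCaT-HRAS and HaCaT-PIK3CA under PBS, afatinib (10 nM), gefitinib (100 nM), cetuximab (100 nM), siEGFR or scramble siRNA, and 7 from the carcinoma lines SCC1, SCC25 and FaDu and from parental HaCaT cells. Group and array batch were taken from the submitters' labels, as was the replicate number where a label held one. The labels of the batch M arrays, the carcinoma lines and parental HaCaT cells held none. Their replicate numbers were assigned by the order in which the samples are listed. The labels name 2 labelling kits without stating which array had which, and they do not state whether replicates came from separate cultures.

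The deposited values are log2 expression values per probe set, between 2.65 and 14.5, without missing values. The submitters' processing notes name the affy package without a version. The methods of the study describe frozen robust multi-array normalization, a surrogate-variable batch correction and the removal of arrays that did not cluster with their replicates. Which of these steps the deposited log2 values hold is not given in the sources used here. In these values the second principal component (15.2% of the variance) followed the array batch (r2 = 0.823), so batch was kept in the model. The first component (33.7%) followed line (r2 = 0.522) and treatment (r2 = 0.409). Every column of the deposited values carried the identifier of 1 sample.

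Probe sets were named through the platform annotation, which may be old. Of 54675 probe sets, 41097 had 1 gene symbol, 1801 had several and 11777 were not listed and stay unnamed. Probe sets with several symbols and control probe sets were left out. For each of 19775 genes the probe set with the highest mean over the HaCaT construct arrays was used, a choice that mattered for the 10523 genes with more than 1 probe set. No filter on low values was applied. Probe sets of 1 gene can disagree, and where the probe set rule of the study turned a direction this is given with the other processing alternatives. No RNA was counted in these measurements, so no sequencing depth applies, and the number of arrays limits the precision.

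A linear model was fitted to the log2 values with limma 3.58.1 in R 4.3.3, with the data.table package (version 1.17.8) for reading the files. All 89 HaCaT construct arrays entered 1 model with a term for each group of line and treatment and a term for batches J, E and M, which left 47 residual degrees of freedom. Moderated statistics were computed by empirical Bayes (prior degrees of freedom 5.593). Adjusted p-values are Benjamini-Hochberg values over all genes within a comparison, and a gene was taken as changed at an adjusted p under 0.05. A second count used a log2 change of at least 1. The comparisons were each construct against HaCaT-Mock under PBS, the mean of the 3 inhibitors against PBS in each line, each inhibitor against PBS and against each other averaged over the 4 lines, the difference of inhibitor response between each construct and HaCaT-Mock, siEGFR against scramble siRNA averaged over the 4 lines, and inhibitors against PBS among arrays that also had scramble siRNA.

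Gene lists were tested with camera from limma with a preset correlation between genes of 0.01, two-sided, with Benjamini-Hochberg adjustment over the lists of a comparison, and again with an estimated correlation. The adjusted p given for a list is that with the preset correlation unless stated. The 22 lists were AP-2alpha targets named by the study as rising, AP-2alpha targets named as falling, AP-2 family factors, MAPK output and feedback genes, ERBB ligands, receptor tyrosine kinases, FOXO targets, basal keratinocyte genes, suprabasal (spinous) genes, cornified envelope genes, wound and hyperproliferation genes, cell cycle genes, sterol synthesis genes, fatty acid synthesis genes, interferon response genes, chemokine and interleukin genes, mesenchymal genes, epithelial junction genes, hypoxia and glycolysis genes, p53 targets, markers of other cell types and housekeeping genes. Counts of changed members were made over all genes tested and adjusted over the list alone. Some members had no named probe set and are not reported here. Over all comparisons and lists 159 of 396 tests passed with the preset and 88 with the estimated correlation.

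Signatures held the 200 changed genes with the largest rise and the 200 with the largest fall of a comparison, and 100 each in an alternative, and were tested with camera in comparisons that use other arrays. The genes named in the text were chosen by a rule. It takes the 6 largest rises and 6 largest falls among changed genes whose mean was at or above the median of all genes (6.102 on the log2 scale), EGFR and HRAS in every comparison, the AP-2alpha targets in every inhibitor comparison, and the 3 members of each list with the lowest adjusted p.

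The comparisons, the rule for named genes, the gene lists and the alternatives were fixed before the data were examined. The alternatives were no batch term, the replicate number as a block, only the groups compared in the model, the probe set rule of the study, quantile normalization on top of the deposited values, only genes at or above the median level, array weights, batch J arrays alone, batch M arrays alone for the knockdown, an estimated correlation for gene lists, smaller signatures, and leaving out each array in turn. Leaving out 3 arrays in doubt together was added after the data were seen. The median change over all genes stayed within 0.03 of 0 in every comparison, with and without quantile normalization. Quantile normalization never moved the share of higher genes by over 10 percentage points. For comparisons of at least 3 arrays per group, other splits of the same arrays were refitted, 100 drawn at random or all 10 where there were no more. A first run with fewer draws was replaced by this one, and put every comparison on the same side of a share of 0.05.

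The model was tested on simulated data with 200 of 19775 genes changed. At a log2 change of 1 it recovered 100% of the changed genes for HaCaT-HRAS against HaCaT-Mock, and 92.4% for the difference in inhibitor response between these lines. At a log2 change of 0.5 the shares were 71.6% and 47.8%. False calls among all calls were 6.87% and 5.83%. The largest share over all comparisons was 8.87%, for HaCaT-EGFR against HaCaT-Mock under PBS. None of 21 unshifted lists was called in the simulation of lists. These held 20 simulated genes each and were not the lists used here. They do not test the effect of correlation among the members of the lists used.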

Results

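Gene expression was measured on 96 Affymetrix human U133 Plus 2.0 arrays, of which 89 came from HaCaT, a spontaneously immortalized human keratinocyte line. These cells were the control of the study (HaCaT-Mock) or carried a lentiviral construct for EGFR (HaCaT-EGFR), mutant HRAS (HaCaT-HRAS) or mutant PIK3CA (HaCaT-PIK3CA). EGFR is the receptor for epidermal growth factor, HRAS is a small GTPase that activates the MAPK cascade, and PIK3CA is the catalytic subunit of PI3K. Cells were treated with the PBS vehicle (3 arrays, 2 in HaCaT-EGFR), 10 nM afatinib, an irreversible inhibitor of the ERBB family kinases (3 arrays per line), 100 nM gefitinib, a reversible EGFR kinase inhibitor (3 arrays per line, 2 in HaCaT-PIK3CA), or 100 nM cetuximab, an antibody that blocks ligand binding to EGFR (3 arrays per line). EGFR was also knocked down by siRNA (siEGFR, 3 arrays per line) against a scramble siRNA (3 arrays per line), and a further set received scramble siRNA together with PBS (1 array in HaCaT-Mock and 2 in each other line) or with 1 of the inhibitors (1 array per inhibitor and line). The remaining 7 arrays were carcinoma lines and parental HaCaT cells. The arrays were run in batches J (53 arrays), E (16), M (26) and P (1). Array medians lay between 5.082 and 5.175 on the log2 scale. Replicates within batch J correlated across genes at a median r of 0.997 over 20 pairs, and replicates in different batches at 0.991 over 53 pairs. No array duplicated another, since the smallest SD of the difference between any 2 arrays was 0.138 on the log2 scale. The number of arrays per group limits the precision of every value below. The labels do not state that replicates were separate cultures, so the p-values measure the spread between these arrays, which may be technical. Changes are log2 differences with their standard errors (SE) from limma, and adjusted p-values are Benjamini-Hochberg values from the same model.

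The knockdown was examined first, since it checks the labels. EGFR fell in each line after siEGFR, by 2.11 in HaCaT-Mock, 1.71 in HaCaT-EGFR, 1.97 in HaCaT-HRAS and 1.89 in HaCaT-PIK3CA on the log2 scale (SE 0.0957 each, n = 3 against 3), which left EGFR transcript 76.8%, 69.4%, 74.5% and 73.0% lower. Every siEGFR array lay below every scramble array of its line. Within batch J the differences were -2.06, -1.69, -1.98 and -1.83 in the same order of lines, and within batch M they were -2.21, -1.75, -1.97 and -2.01. Over the 4 lines EGFR changed by -1.92 (SE 0.0479, adjusted p = 8.1e-37).

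**Figure D1:**
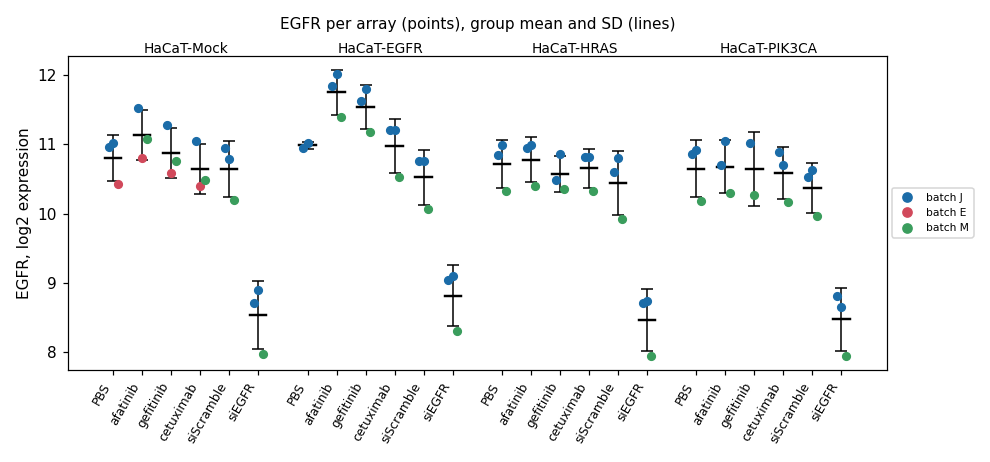
EGFR expression (vertical axis, log2) of each array, grouped by HaCaT line and treatment along the horizontal axis, with points coloured by array batch and black lines for the group mean and SD. The siEGFR groups had means of 8.54 (HaCaT-Mock), 8.82 (HaCaT-EGFR), 8.47 (HaCaT-HRAS) and 8.48 (HaCaT-PIK3CA) against 10.64, 10.52, 10.44 and 10.37 under scramble siRNA.

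HaCaT-EGFR was compared with HaCaT-Mock under PBS to ask what the receptor construct changed at baseline (n = 2 against 3). VIM, the mesenchymal intermediate filament protein vimentin, was 0.81 higher (SE 0.130), as was INSIG1, a regulator of sterol synthesis (0.81, SE 0.156), and the chemokine CXCL10 rose by 1.73 (SE 0.220, adjusted p = 7.4e-07). MMP9, a secreted gelatinase, changed by -0.92 (SE 0.209), PMEPA1, a TGF-beta-induced gene, by -0.90 (SE 0.0965, adjusted p = 1.1e-08), and CXCL8, the chemokine interleukin 8, by -1.59 (SE 0.399). CCNG2, a FOXO-induced cyclin, rose by 0.79 (SE 0.146) and was the single FOXO target of 14 to pass the test, while 5 rose adjusted over the list alone (adjusted p = 2.7e-05, and adjusted p = 0.061 with an estimated correlation). Interferon response genes had 2 of 15 members lower, HERC5 (-0.64) and RIGI (-0.38), and 3 adjusted over the list alone (adjusted p = 0.0034, and adjusted p = 0.58 with an estimated correlation). The 19 MAPK output genes were lower as a set (mean -0.182) with the same adjusted p values, and none passed alone. Sterol synthesis genes had 1 of 10 higher, INSIG1, and 3 adjusted over the list alone (adjusted p = 2.7e-05, and adjusted p = 0.18 with an estimated correlation). EGFR itself differed by 0.00 (SE 0.109, adjusted p = 1.00) with the probe set used, and 3 other EGFR probe sets differed by 0.39, 0.41 and 0.42. Where these probes lie relative to the introduced coding sequence was not analysed here, so the value checks nothing about the construct. The study reports from RT-PCR that EGFR mRNA in HaCaT-EGFR and HRAS mRNA in HaCaT-HRAS were above HaCaT-Mock. Of 19775 genes, 138 changed, 69 up and 69 down. Both PBS arrays of HaCaT-EGFR were in batch J, and the count fell to 46 with batch J arrays alone and to 0 when only these groups entered the model (1846 genes had an unadjusted p under 0.05 in the full model). The count was higher with array weights and without the arrays in doubt, as given with the processing alternatives.

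HaCaT-HRAS differed from HaCaT-Mock under PBS far more widely (n = 3 against 3). LCP1, an actin-bundling protein, was 3.17 higher (SE 0.170), TGM2, a transglutaminase, 2.51 (SE 0.149), HBEGF, an EGFR ligand, 1.96 (SE 0.108), and HMGCS1, an early enzyme of cholesterol synthesis, 1.87 (SE 0.117). EDIL3, an extracellular matrix protein, changed by -4.03 (SE 0.175), IFI44, an interferon-induced gene, by -2.76 (SE 0.131), and KRT5, the basal keratin, by -1.01 (SE 0.162). Negative feedback genes of the MAPK cascade were higher, DUSP5 by 1.33 (SE 0.131) and SPRY4 by 0.95 (SE 0.141). In this list of MAPK output genes 6 of 19 rose and none fell, with 7 adjusted over the list alone (adjusted p = 0.00013, and adjusted p = 0.13 with an estimated correlation). Sterol synthesis genes rose in 9 of 10 cases, the same adjusted over the list alone (adjusted p = 9.2e-21), among them FDPS (0.96) and MSMO1 (1.27). Cornified envelope genes rose in 7 of 16 cases and fell in 2, the same adjusted over the list alone (adjusted p = 2.2e-05), with SPRR3 at 2.26 (SE 0.117) and SPRR2B at 2.08. Of 15 interferon response genes 7 fell and none rose, with 8 falling adjusted over the list alone (adjusted p = 6.5e-08, and adjusted p = 0.093 with an estimated correlation). Of 26 cell cycle genes 7 fell, and 10 adjusted over the list alone (adjusted p = 0.00018, and adjusted p = 0.13 with an estimated correlation). Interleukins rose, IL1A by 1.85 (SE 0.231) and IL1B by 1.68 (SE 0.119), and 5 of 15 chemokine and interleukin genes were higher (adjusted p = 0.00052, and adjusted p = 0.12 with an estimated correlation). Of 9 p53 targets 2 rose, GDF15, a stress-induced cytokine, by 2.47 and CDKN1A, a cell cycle inhibitor, by 1.17, and TP53I3, an oxidoreductase, changed by -0.37 (adjusted p = 0.0037 for the list). HRAS transcript differed by -0.22 (SE 0.102, adjusted p = 0.15), with the same limit on probe position as for EGFR. In all 3179 genes changed, 1332 up and 1847 down. The count was 1588 with batch J arrays alone and 1863 when only these groups entered the model.

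HaCaT-PIK3CA stood close to HaCaT-Mock under PBS (n = 3 against 3). LCP1 was 0.98 higher (SE 0.170, adjusted p = 0.0018), ADAMTS12, a metalloproteinase, 0.62 (SE 0.0966) and KRT8, a simple epithelial keratin, 0.31 (SE 0.0692). MPPED2, a metallophosphoesterase, changed by -1.39 (SE 0.173, adjusted p = 2.3e-06) and HMCN1, a basement membrane protein, by -0.86 (SE 0.181). Interferon response genes had no member past the test over all genes and 3 lower adjusted over the list alone (adjusted p = 0.00066, and adjusted p = 0.28 with an estimated correlation). Sterol synthesis genes were higher as a set (mean 0.151, adjusted p = 0.00066, and adjusted p = 0.13 with an estimated correlation). Basal keratinocyte, hypoxia and glycolysis, and wound genes were lower as sets (adjusted p = 0.018, 0.018 and 0.038). So were the AP-2alpha targets named as rising (adjusted p = 0.028). None of these lists passed with an estimated correlation. Of 19775 genes 32 changed, 8 up and 24 down. The count was 4 with batch J arrays alone, 0 when only these groups entered the model, and 580 with array weights (1863 genes had an unadjusted p under 0.05 in the full model).

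The main question of the study was how EGFR inhibition alters transcription in these lines. In HaCaT-Mock the mean of the 3 inhibitors was set against PBS (n = 9 against 3). KRT4, a keratin of stratified mucosa, rose by 3.52, IVL, the cornified envelope precursor involucrin, by 2.30 (SE 0.146), KRT1, a suprabasal keratin, by 2.13 (SE 0.208), the chemokine CCL2 by 3.11 (SE 0.363) and TNFSF10, the death ligand TRAIL, by 2.93 (SE 0.177). The MAPK-induced genes ETV5, DUSP6, EGR1 and FOSL1, which are transcription factors and an ERK phosphatase, changed by -3.04 (SE 0.188), -2.86 (SE 0.174), -2.61 (SE 0.132) and -2.54. MAPK output genes fell in 17 of 19 cases and rose in 1, the same adjusted over the list alone (adjusted p = 2.7e-20). Suprabasal differentiation genes rose in 8 of 14 cases, with 8 rising and 1 falling adjusted over the list alone (adjusted p = 3.7e-06). Interferon response genes rose in 12 of 15 cases, 13 adjusted over the list alone (adjusted p = 6.9e-10), among them MX1 (1.77, SE 0.158) and IRF9. FOXO targets rose in 9 of 14 cases and fell in 1, and 11 rose adjusted over the list alone (adjusted p = 1.1e-07), with TXNIP, an inhibitor of glucose uptake, at 1.63. Cell cycle genes fell in 17 of 26 cases, 18 adjusted over the list alone (adjusted p = 7.6e-06), with the mitotic kinase AURKA at -0.59 (SE 0.0987). Sterol synthesis genes rose in 5 of 10 cases (adjusted p = 0.0018, and adjusted p = 0.15 with an estimated correlation). EGFR rose by 0.29 (SE 0.0788, adjusted p = 0.0028). In all 5668 genes changed, 2859 up and 2809 down, and the count was 3486 with batch J arrays alone.

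In HaCaT-EGFR the same inhibitors (n = 9 against 2) raised KRT4 by 3.42 (SE 0.293) and IVL by 2.49 (SE 0.171). EGR1 changed by -3.48 (SE 0.154), DUSP6 by -3.18 (SE 0.204) and ETV5 by -3.04 (SE 0.220). Of 19 MAPK output genes 15 fell, with 16 falling and 1 rising adjusted over the list alone (adjusted p = 1.8e-17). Cell cycle genes fell in 18 of 26 cases, 21 adjusted over the list alone (adjusted p = 2.4e-09), with AURKA at -0.84 and TYMS, a thymidylate synthesis enzyme, at -0.44. Suprabasal genes rose in 9 of 14 cases, the same adjusted over the list alone (adjusted p = 9.6e-07), and FOXO targets in 10 of 14, 11 adjusted over the list alone (adjusted p = 5e-07). Interferon response genes rose in 9 of 15 cases, 10 adjusted over the list alone (adjusted p = 2.3e-05, and adjusted p = 0.12 with an estimated correlation), with IFIT3 at 1.87 (SE 0.219). EGFR rose by 0.64 (SE 0.0922, adjusted p = 1.6e-07). In all 5221 genes changed, 2681 up and 2540 down, and leaving out PBS replicate 1 of this line brought the count to 3333.

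In HaCaT-HRAS the inhibitors (n = 9 against 3) changed fewer genes and by less. CCL2 rose by 2.56 (SE 0.360), IFIT3 by 1.42 (SE 0.186) and TXNIP by 1.02, while EGR1 changed by -0.95 (SE 0.131), DUSP6 by -0.59 (SE 0.173, adjusted p = 0.029) and the ERK-induced gene IER3 by -0.54. MAPK output genes fell in 5 of 19 cases, the same adjusted over the list alone (adjusted p = 8.7e-08, and adjusted p = 0.077 with an estimated correlation). Interferon response genes rose in 8 of 15 cases, 11 adjusted over the list alone (adjusted p = 6.5e-12, and adjusted p = 0.077 with an estimated correlation), and FOXO targets in 4 of 14, the same adjusted over the list alone (adjusted p = 0.0024, and adjusted p = 0.14 with an estimated correlation). EGFR differed by -0.05 (SE 0.0782, adjusted p = 0.83). In all 1189 genes changed, 754 up and 435 down, and 21 changed by at least 1. Gefitinib replicate 1 of this line had an ACTB 3' minus 5' signal of 3.50 on the log2 scale against at most 1.84 on the other batch J arrays. The gefitinib group of this line stood apart, as its replicates 2 and 1 had the lowest array weights of all (0.02 and 0.0578), and gefitinib changed 3124 genes in this line against 880 for afatinib and 63 for cetuximab. The count was 2002 without this array and a pair of others in doubt, 65 with batch J arrays alone and 348 when only these groups entered the model; it ranged from 285 without PBS replicate 3 to 2298 without gefitinib replicate 3.

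In HaCaT-PIK3CA (n = 8 against 3) KRT4 rose by 2.62 (SE 0.253), KRT13, a mucosal keratin, by 2.19 and CCL2 by 2.51. EGR1 changed by -2.77 (SE 0.134), ETV5 by -2.35 (SE 0.191) and DUSP6 by -2.34 (SE 0.176). MAPK output genes fell in 18 of 19 cases (adjusted p = 4.5e-23) and suprabasal genes rose in 9 of 14 (adjusted p = 2.3e-07), both the same adjusted over the list alone. Interferon response genes rose in 11 of 15 cases, 12 adjusted over the list alone (adjusted p = 5.9e-12), with IRF9 at 1.46 (SE 0.147). Cell cycle genes fell in 6 of 26 cases, the same adjusted over the list alone (adjusted p = 0.013, and adjusted p = 0.33 with an estimated correlation). EGFR differed by 0.02 (SE 0.0798, adjusted p = 0.91). In all 4010 genes changed, 2011 up and 1999 down. DUSP6 measured 9.57 on the array labelled afatinib replicate 1 of this line against 8.16 and 7.73 on the other afatinib arrays. The count was 1878 with batch J arrays alone, 1175 when only these groups entered the model and 6288 with array weights.

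**Figure D2:**
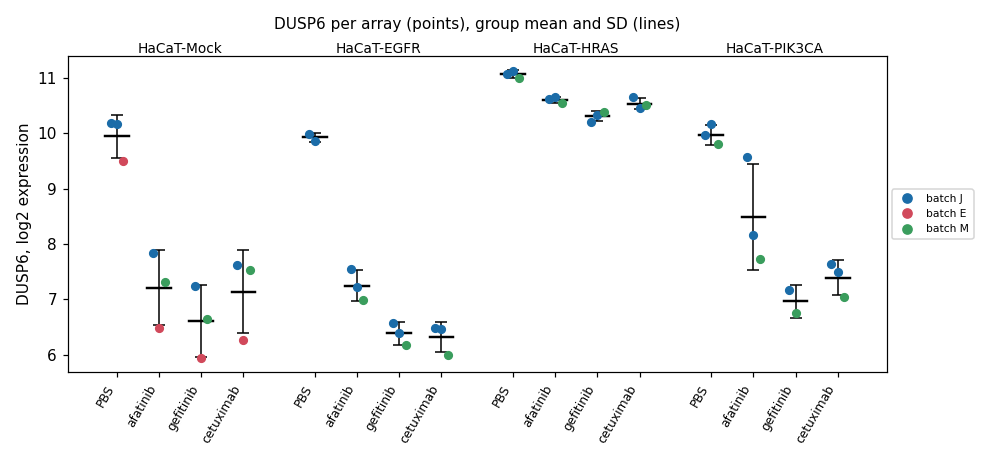
DUSP6 expression (vertical axis, log2) of each array under PBS and the 3 inhibitors in each HaCaT line (horizontal axis), with points coloured by array batch and black lines for the group mean and SD. Group means in HaCaT-Mock were 9.94 under PBS and 7.21, 6.61 and 7.14 under afatinib, gefitinib and cetuximab, against 11.06, 10.6, 10.3 and 10.53 in HaCaT-HRAS.

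Averaged over the 4 lines (35 inhibitor arrays against 11 PBS arrays), 7751 genes changed, 3911 up and 3840 down. CCL2 (2.79, SE 0.191), KRT4 (2.45, SE 0.132), CYP4F3, a fatty acid hydroxylase (2.28), and the interferon-induced gene TRIM22 (2.06) had the largest rises among genes at or above the median level, with TNFSF10 at 1.98. EGR1 (-2.45, SE 0.0694), DUSP6 (-2.24, SE 0.0916), ETV5 (-2.11, SE 0.0990) and FOSL1 (-1.96) had the largest falls, with NT5E, an ectonucleotidase, at -1.92. For DUSP6 and EGR1 every inhibitor array lay below every PBS array of its line (9 of 9 arrays in HaCaT-Mock, HaCaT-EGFR and HaCaT-HRAS, and 8 of 8 in HaCaT-PIK3CA). For KRT4 all inhibitor arrays lay above in these lines except HaCaT-HRAS, where 6 of 9 did. Of 19 MAPK output genes 18 fell and 1 rose (adjusted p = 1.4e-17), ERBB ligand genes fell in 4 of 6 and rose in 1 (adjusted p = 0.0015), and hypoxia and glycolysis genes fell in 9 of 11 and rose in 2 (adjusted p = 0.00046), each the same adjusted over the list alone. The falling hypoxia members included HK2, the first enzyme of glycolysis (-0.84), and BNIP3, a mitophagy receptor (-1.05), while ADM, a vasodilator peptide, rose by 0.68. Cell cycle genes fell in 21 of 26 cases and rose in 1 (adjusted p = 2.1e-06), suprabasal genes rose in 9 of 14 (adjusted p = 6.3e-06), FOXO targets rose in 11 of 14 and fell in 1 (adjusted p = 6.5e-07) and interferon response genes rose in 14 of 15 (adjusted p = 3.4e-10), each the same adjusted over the list alone.

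Epithelial junction genes rose in 8 of 11 cases and fell in 2 (adjusted p = 0.00035), with CLDN1, a tight junction protein, at 0.84. Fatty acid synthesis genes rose in 5 of 7 cases and fell in 1 (adjusted p = 0.010, and adjusted p = 0.10 with an estimated correlation), with the lipogenic transcription factor SREBF1 at 0.73. Apart from the AP-2alpha targets, given below, the other lists did not pass as sets over the 4 lines. Receptor tyrosine kinases had 7 of 16 members higher, such as ERBB3 (0.44) and FGFR3 (0.60), and 3 lower, such as AXL at -0.50 (adjusted p = 0.14). Basal keratinocyte genes had 4 of 10 higher, among them KRT15 (1.51) and KRT5 (1.06), and 5 lower, 6 adjusted over the list alone, with ITGA6, a laminin receptor, at -0.37; their median was -0.09 and their mean 0.20 (adjusted p = 0.83). Cornified envelope genes split into 5 higher, such as RPTN (1.49), and 4 lower of 16, 6 lower adjusted over the list alone (adjusted p = 0.56). Wound and hyperproliferation genes had 2 of 8 higher, such as KRT16 (0.64), and 2 lower, such as the elastase inhibitor PI3 at -0.74 (adjusted p = 0.85). Sterol synthesis genes had 4 of 10 higher (adjusted p = 0.14), p53 targets 3 of 9 higher (adjusted p = 0.57), mesenchymal genes 3 of 17 higher and 8 lower (adjusted p = 0.14), with MMP13 at 1.61 and MMP9 at -1.52, and chemokine and interleukin genes 4 of 15 higher and 6 lower (adjusted p = 0.56), with IL1A at -1.28. Genes of the AP-2 family had 1 of 5 higher, TFAP2A (0.31, SE 0.0247), and 1 lower, TFAP2C at -0.10 (adjusted p = 0.66). Markers of other cell types had 3 of 12 higher, such as the endothelial cadherin CDH5 (0.60) and the fibroblast collagen COL3A1 (0.49), and 2 lower (adjusted p = 0.71). Among 8 housekeeping genes 2 were higher, such as GUSB (0.18), and 4 lower, such as TFRC at -0.33 (adjusted p = 0.22).

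**Figure D3:**
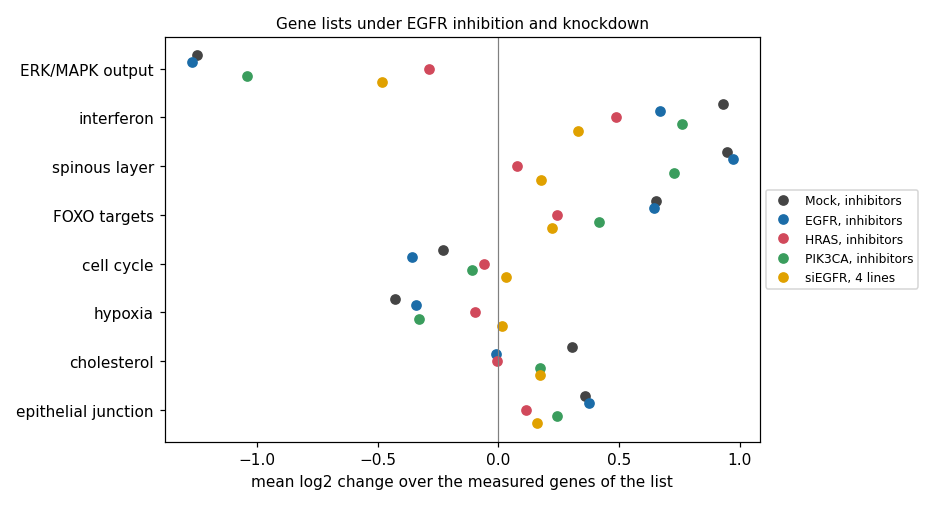
Mean log2 change over the measured genes of 8 gene lists (horizontal axis; one list per line of the vertical axis) for the inhibitors against PBS in each HaCaT line and for siEGFR against scramble siRNA over the 4 lines, 1 point per comparison. The MAPK output list lies lowest and moved least in HaCaT-HRAS among the inhibitor comparisons, where 5 of its 19 genes fell.

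The study singled out AP-2alpha targets, growth factor receptors and ligands whose transcription this factor regulates, by their response in these samples, so their direction here is not independent evidence. Over the 4 lines the targets the study's text names as rising had 4 of 5 measured members higher (adjusted p = 0.0053), EGFR at 0.23 (SE 0.0414), ERBB2 at 0.34, IGF1R at 0.30 and BMP2 at 0.25, with BMP4 at 0.08 (adjusted p = 0.14). Those it names as falling had 4 of 4 lower (adjusted p = 0.00046), VEGFA at -0.63, TGFBR3 at -0.66, TGFA at -0.37 and FGFR4 at -0.34. Both counts were the same adjusted over the list alone. The rise was in HaCaT-Mock (4 of 5 higher) and HaCaT-EGFR (5 of 5), whereas 1 of 5 was higher in HaCaT-PIK3CA (adjusted p = 0.38) and 0 of 5 in HaCaT-HRAS (adjusted p = 0.95), or 1 higher and 1 lower adjusted over the list alone. The falling targets were lower in 4 of 4 cases in HaCaT-Mock and HaCaT-PIK3CA, 3 in HaCaT-EGFR and 1 in HaCaT-HRAS (adjusted p = 0.11), where VEGFA differed by -0.00 (adjusted p = 0.99). The difference between HaCaT-HRAS and HaCaT-Mock in response was 0.85 for VEGFA (SE 0.143) and -0.34 for EGFR (SE 0.111, adjusted p = 0.037). With single inhibitors over the 4 lines, 5 of 5 rising targets were higher with afatinib and with gefitinib (adjusted p = 0.00099 and 0.0049 by camera). With cetuximab 2 of 5 were higher and the list did not pass (adjusted p = 0.16). Against cetuximab the list was higher with afatinib (adjusted p = 6.8e-06) and gefitinib (adjusted p = 0.00049). The falling targets were lower in 4 of 4 cases with each inhibitor.

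The inhibitors were also examined singly over the 4 lines (11 or 12 arrays against 11), at doses that differed, 10 nM for afatinib and 100 nM for the others. EGFR transcript rose with afatinib (0.40, SE 0.0496, adjusted p = 1.2e-09) and gefitinib (0.25, SE 0.0512, adjusted p = 6.8e-05), and differed by 0.03 with cetuximab (SE 0.0496, adjusted p = 0.75). In HaCaT-EGFR the afatinib value was 0.97 (SE 0.108) and in HaCaT-Mock 0.54 (SE 0.0963). In the study, RT-PCR after afatinib gave matching changes for the AP-2alpha targets tested, with EGFR in HaCaT-EGFR as the exception. The study describes that transcript as kept up artificially by an exogenous promoter. Within batch J, EGFR under afatinib differed from PBS by 0.532 in HaCaT-Mock, 0.939 in HaCaT-EGFR, 0.0522 in HaCaT-HRAS and -0.0112 in HaCaT-PIK3CA. Other batches gave 0.386 in HaCaT-Mock (batch E), 0.0778 in HaCaT-HRAS and 0.111 in HaCaT-PIK3CA (batch M), and none for HaCaT-EGFR. For gefitinib the batch J values were 0.293, 0.724, -0.245 and 0.140 in the same order of lines, and the batch E or M values 0.175 in HaCaT-Mock, 0.0409 in HaCaT-HRAS and 0.0786 in HaCaT-PIK3CA. For cetuximab they were 0.0681, 0.216, -0.0979 and -0.0846, and -0.0264, -0.00576 and -0.0148. The mean of the MAPK output genes under gefitinib within batch J was -1.28 in HaCaT-Mock, -1.35 in HaCaT-EGFR, -0.384 in HaCaT-HRAS and -1.27 in HaCaT-PIK3CA, and in batches E or M -1.43, -0.268 and -1.29 for the lines that had both. In HaCaT-PIK3CA the mean under afatinib was -0.55 in batch J, which holds afatinib replicate 1, and -0.866 in batch M. Under cetuximab it was -1.19 and -1.16. Afatinib changed 7339 genes, gefitinib 7409 and cetuximab 5686. Without the batch term the EGFR values for afatinib (0.30) and gefitinib (0.12) no longer passed the threshold.

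**Figure D4:**
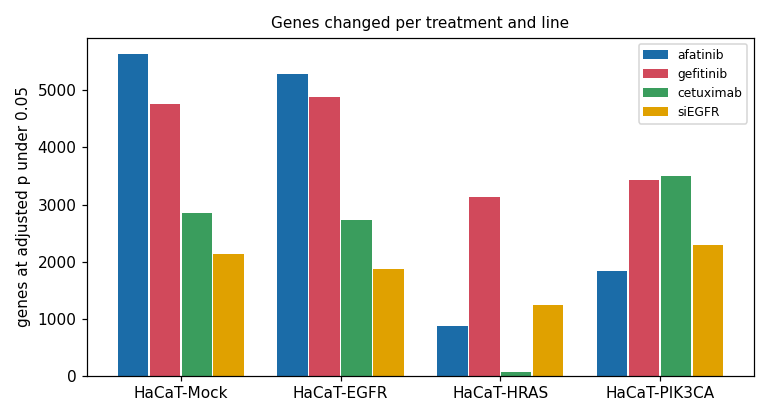
Number of genes at an adjusted p under 0.05 (vertical axis) for afatinib, gefitinib and cetuximab against PBS and for siEGFR against scramble siRNA in each HaCaT line (horizontal axis), 1 bar per treatment. The counts run from 63 for cetuximab in HaCaT-HRAS to 5641 for afatinib in HaCaT-Mock.

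Afatinib at 10 nM and gefitinib at 100 nM, both anilinoquinazoline-based kinase inhibitors of which afatinib carries a Michael acceptor that binds the kinase covalently, were set against each other over the 4 lines (12 against 11 arrays). EGR1 was 0.93 higher with afatinib (SE 0.0826, adjusted p = 2.7e-11), RGCC, a cell cycle regulator, 0.86 (SE 0.128), DUSP6 0.81 (SE 0.109) and DUSP5 0.38. MAPK output genes were higher with afatinib in 8 of 19 cases, 15 adjusted over the list alone (adjusted p = 1.3e-28). EGFR differed by 0.15 (95% interval 0.0546 to 0.253, adjusted p = 0.21), ERBB2 by -0.07 (interval -0.166 to 0.0275) and TFAP2A by -0.05 (interval -0.111 to 0.00731). In all 96 genes differed, 76 higher and 20 lower with afatinib, none by as much as 1. The count was 5 with batch J arrays alone, 6 when only these groups entered the model, 39 with array weights, and from 36 without HaCaT-PIK3CA gefitinib replicate 1 to 454 without HaCaT-HRAS gefitinib replicate 3.

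Cetuximab differed more from both kinase inhibitors. Against cetuximab, afatinib gave higher EGR1 (1.40, SE 0.0801), FBXO32, a FOXO-induced ubiquitin ligase (0.85, SE 0.0824), TNFSF10 (0.95) and EGFR (0.37, SE 0.0479), and lower HMGCS1 (-0.47, SE 0.0570) and LTB, a lymphotoxin (-0.71). Sterol synthesis genes were lower with afatinib in 8 of 10 cases, 9 adjusted over the list alone, and cell cycle genes in 15 of 26, 19 adjusted over the list alone (adjusted p = 0.0069 for both with an estimated correlation). Basal keratinocyte genes were higher in 7 of 10 cases, the same adjusted over the list alone, with ITGB4, a hemidesmosome integrin, at 0.35. Housekeeping genes were also lower with afatinib, in 3 of 8 cases (mean -0.0818, adjusted p = 0.0044, and adjusted p = 0.0069 with an estimated correlation), among them TFRC at -0.28, and with gefitinib in 2 of 8 (adjusted p = 0.043, and adjusted p = 0.068 with an estimated correlation). Gefitinib against cetuximab gave EGFR at 0.22 (SE 0.0494, adjusted p = 0.0023), TNFSF10 at 0.74 and KRT4 at 0.61 (SE 0.157), with NRP1, a semaphorin and VEGF receptor, at -0.53. FOXO targets were higher with gefitinib in 6 of 14 cases, the same adjusted over the list alone (adjusted p = 0.00095, and adjusted p = 0.068 with an estimated correlation). Afatinib and cetuximab differed at 2611 genes, 1474 higher and 1137 lower with afatinib, and gefitinib and cetuximab at 2137, 1243 higher and 894 lower with gefitinib. With batch J arrays alone the counts were 495 and 143. Leaving out 1 array gave 2207 to 3525 genes for afatinib against cetuximab. For gefitinib against cetuximab the count rose to 3533 without HaCaT-HRAS gefitinib replicate 3.

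Whether the inhibitor response depended on the construct was tested as a difference of responses from HaCaT-Mock. In HaCaT-HRAS the response of ETV5 was 3.04 higher (SE 0.265), of DUSP6 2.27 (SE 0.245) and of EGR1 1.65 (SE 0.186), while that of KRT4 was -3.29 (SE 0.352) and of IVL -2.15 (SE 0.205) relative to HaCaT-Mock. In this comparison 13 of 19 MAPK output genes were higher and 1 lower, 15 higher adjusted over the list alone (adjusted p = 5e-21), and 7 of 14 suprabasal genes lower, with 8 lower and 1 higher adjusted over the list alone (adjusted p = 0.0014 with an estimated correlation). FOXO targets were lower in 7 of 14 cases, 9 adjusted over the list alone (adjusted p = 0.0066 with an estimated correlation), and interferon response genes lower in 6 of 15 and higher in 2, with 8 lower adjusted over the list alone (adjusted p = 0.00038, and adjusted p = 0.18 with an estimated correlation). In all the response of 1885 genes differed, 955 upward and 930 downward, and 456 differed with batch J arrays alone. Leaving out 1 array gave from 1165 genes without HaCaT-HRAS PBS replicate 2 to 2359 without HaCaT-HRAS gefitinib replicate 3.

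The response of HaCaT-EGFR differed from that of HaCaT-Mock at 14 genes, 5 upward and 9 downward. The count fell to 3 without HaCaT-Mock PBS replicate 2 and was higher with only these groups in the model. CXCL10 was 2.19 lower in response (-2.19, SE 0.244, adjusted p = 3.0e-08), MX1 differed by -1.11 (SE 0.241) and HMGCS1 by -0.72 (SE 0.143), and ANTXR2, a collagen-binding receptor, by 0.84 (SE 0.178). Sterol synthesis genes had 1 of 10 members lower and 5 adjusted over the list alone (adjusted p = 1.9e-08). Under PBS this list and CXCL10 were higher in HaCaT-EGFR (list mean 0.235, against -0.313 for the response). The same 2 HaCaT-EGFR and 3 HaCaT-Mock PBS arrays enter both comparisons, so these are not independent results. A difference between the PBS arrays alone was not told apart from one in response. The EGFR response differed by 0.35 (SE 0.120, adjusted p = 0.43). In HaCaT-PIK3CA 28 genes differed in response, 5 upward and 23 downward, with MMP13, a collagenase, at -2.08 (SE 0.246), MMP10, a stromelysin, at -2.51 (SE 0.318), RPTN at -1.96 and KRT18, a simple epithelial keratin, at 0.51 (SE 0.0757). With batch J arrays alone the counts were 4 and 3, and with array weights 558 and 268.

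Beyond EGFR itself, siEGFR over the 4 lines (n = 12 against 12) raised CCL2 by 1.69 (SE 0.220), CDH1, the epithelial cadherin, by 1.12 (SE 0.118), MAP2, a microtubule-associated protein, by 1.48 (SE 0.0671) and EIF5A2, a translation factor, by 1.52 (SE 0.107). LIMA1, an actin-binding protein, changed by -1.24 (SE 0.0434), C6orf120 by -1.43 (SE 0.0649), DUSP5 by -1.11 (SE 0.0642), DUSP6 by -1.07 (SE 0.106) and HBEGF by -0.99. MAPK output genes fell in 17 of 19 cases and rose in 1, the same adjusted over the list alone (adjusted p = 2.9e-10). Within batch J the mean of this list was -0.525 in HaCaT-Mock, -0.654 in HaCaT-EGFR, -0.168 in HaCaT-HRAS and -0.527 in HaCaT-PIK3CA, and within batch M -0.611, -0.688, -0.115 and -0.629; the difference between lines was not tested. Interferon response genes rose in 11 of 15 cases, the same adjusted over the list alone (adjusted p = 2.2e-05, and adjusted p = 0.28 with an estimated correlation), and FOXO targets rose in 7 of 14 and fell in 1, 8 rising adjusted over the list alone (adjusted p = 0.00099, and adjusted p = 0.13 with an estimated correlation). The AP-2alpha targets named as falling had 3 of 4 members lower, 4 adjusted over the list alone, VEGFA at -0.75, TGFBR3 at -0.65 and TGFA at -0.54. Those named as rising hold EGFR, the target of the siRNA, so their test as a set says nothing here, and apart from EGFR 1 was higher, ERBB2 at 0.12, while IGF1R (0.03, adjusted p = 0.61), BMP2 (-0.10, adjusted p = 0.27) and BMP4 (-0.04, adjusted p = 0.62) did not pass. Cell cycle genes had 8 of 26 higher, such as TYMS (0.43), and 3 lower (adjusted p = 0.10). In all 5607 genes changed, 2816 up and 2791 down, and 3209 with batch M arrays alone.

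Signatures from one comparison were followed in others that share no arrays with it. The 200 genes that rose most in HaCaT-HRAS against HaCaT-Mock averaged -0.185 under the inhibitors in HaCaT-EGFR, with 40 rising and 67 falling (adjusted p = 0.00030, and adjusted p = 0.098 with an estimated correlation), and -0.255 in HaCaT-PIK3CA, with 26 rising and 83 falling (adjusted p = 1.5e-10). The 200 that fell most averaged 0.373 and 0.340 (adjusted p = 6.9e-11 and 1.7e-14). Of the 200 genes raised most by siEGFR, the mean was 0.410 under afatinib, 0.433 under gefitinib and 0.380 under cetuximab, and none of these held with an estimated correlation (adjusted p = 0.21, 0.21 and 0.18). The 200 genes lowered most averaged -0.352, -0.427 and -0.364 (adjusted p = 0.036, 0.021 and 0.021 with an estimated correlation). Across genes, which are not independent replicates, the siEGFR and inhibitor changes correlated at r = 0.430, 0.444 and 0.466 for afatinib, gefitinib and cetuximab, and the HRAS difference with the inhibitor changes at -0.123 in HaCaT-EGFR and -0.202 in HaCaT-PIK3CA (-0.0375 and -0.156 without a batch term).

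The inhibitor response was measured again on the arrays that also carried scramble siRNA (12 inhibitor arrays against 7 PBS arrays). DUSP6 changed by -2.25 (SE 0.136), EGR1 by -1.67 and ETV5 by -1.79, and CCL2 rose by 2.22 (SE 0.282) and TNFSF10 by 1.74. MAPK output genes fell in 16 of 19 cases, the same adjusted over the list alone (adjusted p = 8.2e-05 with an estimated correlation), and interferon response genes rose in 10 of 15, 12 adjusted over the list alone (adjusted p = 5.6e-08, and adjusted p = 0.052 with an estimated correlation). EGFR differed by 0.14 (SE 0.0614, adjusted p = 0.12). Among the 7751 genes changed in the first set, 92.7% had the same direction in this one, with r = 0.850 across genes, and of 3468 genes changed in both sets 3461 went the same way. By line r was 0.827 in HaCaT-EGFR, 0.801 in HaCaT-PIK3CA, 0.553 in HaCaT-HRAS and 0.0612 in HaCaT-Mock, whose single PBS array with scramble siRNA had DUSP6 at 8.13 against 5.90 to 6.59 on its 3 inhibitor arrays and 9.49 to 10.18 on the PBS arrays without siRNA. In all 3823 genes changed, 2033 up and 1790 down, with 6070 when this array and a pair of others in doubt were left out.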

Values the study reported

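The study reported that EGFR was overexpressed after gefitinib (p-value of 5e-08) and after afatinib (p-value of 2e-06), and that the change with cetuximab was not significant (p-value of 0.1). For the siRNA it gave a knockdown efficiency of 86% at 24 hours in HaCaT mock cells, and a p-value of 9e-06 for the decrease in EGFR expression. AP-2alpha targets were associated with the EGFR feedback at a p-value of 0.03 and AP-2gamma targets at 0.02. For the pattern that rose after EGFR inhibition, the size of its change with treatment had a correlation coefficient of -0.75 with relative cell survival (p-value of 0.005).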

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

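The tests of the HaCaT-HRAS response other than that of array batches, the tests of the arrays in doubt and that of the siEGFR change in HaCaT-HRAS were chosen after the results were seen, and the bounds of the scramble siRNA test of the siEGFR genes were written before its result but after that earlier test had not decided.

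The response to the inhibitors differed between lines by the test of the difference itself, at 14 genes for HaCaT-EGFR against HaCaT-Mock, at 1885 for HaCaT-HRAS and at 28 for HaCaT-PIK3CA. These counts moved with the processing and with single arrays, as given below. Outside the main measurement, the ACTB control probe sets of HaCaT-HRAS gefitinib replicate 1 had a 3' minus 5' difference of 3.50 on the log2 scale, against a median of 1.35 in batch J, 1.43 in batch E and 0.395 in batch M. The single batch P array, FaDu under PBS, stood at 2.645.

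A pair of arrays lay away from their labelled groups, as DUSP6 was 9.57 and KRT4 6.10 on the array labelled HaCaT-PIK3CA afatinib replicate 1, near the PBS arrays, and on the array labelled HaCaT-Mock scramble siRNA + PBS replicate 1 they were 8.13 and 9.16, near the inhibitor arrays. Low RNA quality was argued against, since their higher ACTB 3' minus 5' value of 1.30 lay below the 1.84 of another batch J array. Afatinib that did not act in a HaCaT-PIK3CA culture was argued against by a score over 21 genes that part HaCaT-Mock (0) from HaCaT-PIK3CA (1), at 0.279 for the first array against 0.913 to 1.40 on 15 other HaCaT-PIK3CA arrays, and by its EGR1 of 8.69 against 9.58 to 9.96 on the PBS arrays without siRNA, although its highest correlation was with an array of that line, scramble siRNA + PBS replicate 1 (r = 0.996; EGR1 8.51). The second array scored 1.23, outside the 0.0881 to 0.747 of 15 other HaCaT-Mock arrays, which is in line with an exchange of the labels of these arrays, although its highest correlation was with HaCaT-Mock cetuximab replicate 1 (r = 0.997), while it was itself the nearest array of HaCaT-PIK3CA afatinib replicate 2 (r = 0.996). With correlations that point both ways the exchange stays a hypothesis, the labels were kept, and no biological explanation was tested.

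The inhibitor response was smaller in HaCaT-HRAS than in HaCaT-Mock. A single array of low RNA quality was argued against as the cause, because 2330 genes still differed without HaCaT-HRAS gefitinib replicate 1. A difference between batches was argued against, since 456 genes differed within batch J alone, where the MAPK output genes differed by 0.884 on average. Of these genes 96.3% had the same direction in batches E and M, where the MAPK output genes differed by 1.06. That check had 1 PBS array per line, of HaCaT-Mock in batch E and of HaCaT-HRAS in batch M. It therefore cannot part line from batch. Genes already at their inhibited level in HaCaT-HRAS were argued against as the whole cause, as the baseline difference was a median of 0.0427 of the HaCaT-Mock response over 1808 genes (quartiles -0.353 and 0.426, with the HaCaT-Mock PBS arrays shared by both terms of the ratio). That the HRAS construct sustains MAPK output when EGFR is blocked may account for the pattern and remains a hypothesis found on the same data.

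Some genes changed with siEGFR by at least 0.5 and with no inhibitor by more than 0.25, 101 in all, 80 up and 21 down. CDC34, a ubiquitin-conjugating enzyme, changed by -1.10 and HNRNPUL1, an RNA-binding protein, by -1.02, both named after their values were seen. Loss of signalling through the inhibited kinase was argued against as the cause at the exposure used, since on the scramble siRNA arrays the inhibitors lowered MAPK output more than siEGFR did (means of -0.872 and -0.483) and yet moved these genes by a median of 0.0585 of their siEGFR change (quartiles -0.0291 and 0.163), against 0.839 for 226 genes chosen for moving with each inhibitor; as the 101 were chosen for not moving, on other arrays, this shows only that their lack of response was not noise of that choice. An earlier test did not decide, as the median ratio of the siEGFR change in HaCaT-HRAS to that in HaCaT-Mock was 0.848 against 0.713 for the 226 (difference 0.135, two-sided permutation p = 5e-04 over genes that are not independent), with a lower quartile of 0.691, 0.839 against 0.963 in HaCaT-EGFR and 1.04 against 1.02 in HaCaT-PIK3CA. An effect of the siRNA sequence on other transcripts and a loss of receptor functions that the inhibitors spare cannot be told apart, as a single EGFR siRNA was used.

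Other splits of the same arrays tested whether chance could give as many genes. Chance was excluded for the inhibitors in HaCaT-Mock (1 of 100 splits gave as many, 5668 genes against at most 2677 in another split). The same held for afatinib (1 of 100, 7339 against 5719) and gefitinib (1 of 100, 7409 against 6717). It held for cetuximab (1 of 100, 5686 against 2590) and for afatinib against cetuximab (1 of 100, 2611 against 561). It held too for gefitinib against cetuximab (1 of 100, 2137 against 949) and for siEGFR (1 of 100, 5607 against 1802). Chance was likewise excluded for the inhibitors under scramble siRNA (1 of 100, 3823 against 3443). It was also excluded for afatinib against gefitinib, where 3 of 100 splits gave as many (96 against 469), and for the response of HaCaT-HRAS, where 2 of 100 did (1885 against 2745). Chance was not excluded for the inhibitors against PBS in HaCaT-HRAS, where 20 of 100 splits gave as many (1189 against 3789). Nor was it in HaCaT-PIK3CA, where 5 of 100 did (4010 against 4676). All 19 and all 4 of these other splits put an array in doubt among the PBS arrays, and splits with several times the real count, as also for afatinib against gefitinib, point to a structure of the samples. With batch J arrays alone the counts in HaCaT-HRAS and HaCaT-PIK3CA were 65 and 1878. On separate arrays with scramble siRNA, the inhibitor changes of these lines correlated with those without siRNA at r = 0.553 and 0.801 across genes. The same direction was kept by 82.4% and 89.6% of the genes compared. In HaCaT-Mock, whose single PBS array there is in doubt, the values were 0.0612 and 51.2%. The values of HaCaT-HRAS and HaCaT-PIK3CA argue against chance as the cause of their inhibitor changes, but do not test the counts. For HaCaT-HRAS and HaCaT-PIK3CA against HaCaT-Mock under PBS the 10 splits are too few for a share under 0.05, with 3179 genes against at most 3 and 32 against at most 0.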

How the results depend on the processing

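Leaving out 3 arrays in doubt together (labelled HaCaT-PIK3CA afatinib replicate 1, HaCaT-Mock scramble siRNA + PBS replicate 1 and HaCaT-HRAS gefitinib replicate 1) was chosen after the data were seen. The deposited values carry no background signal, so what low signal limits was tested only by the level of expression. Of 1518 values of named genes, 1269 kept their direction and side of the threshold without a batch term, 1338 with only the groups compared in the model, 1458 under the probe set rule of the study, 1462 with quantile normalization, 1348 with array weights (whose estimation stopped before full convergence) and 1418 without the arrays in doubt. With batch J arrays alone 1212 of 1442 did, with batch M arrays alone 64 of 77, with genes at or above the median level 1226 of 1258, and with 1 array left out 23829 of 24729, of which 750 lost and 150 gained a call. Batch J arrays gave no value for the inhibitors under scramble siRNA. Fewer arrays or fewer genes tested are part of some alternatives, and the cause of the other differences below was not tested.

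The replicate number did not pair the arrays in the 20 groups with replicates 1 and 2 in batch J. Over 190 pairs of these groups the deviations of same-numbered arrays correlated at a median r of 0.00309 (-0.209 to 0.222). Pairing of the other arrays was not tested. With the replicate block the counts of genes were 138, 3165 and 32 for the constructs against HaCaT-Mock, 5717, 5222, 1206 and 4032 for the inhibitors in HaCaT-Mock, HaCaT-EGFR, HaCaT-HRAS and HaCaT-PIK3CA, and 5609 for siEGFR. No count with the block moved by over 1.5 times, 7 named values lost and 7 gained a call, and 1 of 396 list tests lost its call.

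For HaCaT-EGFR against HaCaT-Mock the 138 genes became 33 without the batch term, 0 with only these groups in the model, 1361 with array weights, 46 in batch J and 606 without the arrays in doubt. For HaCaT-HRAS against HaCaT-Mock 3179 became 1962, 1863, 5272 and 1588 under the same alternatives up to batch J. For HaCaT-PIK3CA against HaCaT-Mock 32 became 5 without the batch term, 0 with only these groups, 16 with quantile normalization, 60 with genes at or above the median level, 580 with array weights, 4 in batch J and 200 without the arrays in doubt.

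For the inhibitors against PBS, HaCaT-Mock had 3648 genes without the batch term and 3486 in batch J, HaCaT-EGFR 3167 without the batch term, HaCaT-HRAS 247 without it, 348 with only these groups, 65 in batch J and 2002 without the arrays in doubt, and HaCaT-PIK3CA 1974 without it, 1175 with only these groups, 6288 with array weights and 1878 in batch J. Cetuximab had 3658 genes without the batch term, where the EGFR changes with afatinib (0.30) and gefitinib (0.12) lost their call.

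Afatinib against gefitinib gave 13 genes without the batch term, 6 with only these groups, 145 with genes at or above the median level, 39 with array weights, 5 in batch J and 170 without the arrays in doubt. Afatinib against cetuximab gave 842 without the batch term, 5274 with array weights, 495 in batch J and 4382 without the arrays in doubt, and gefitinib against cetuximab 451 without the batch term, 1206 with only these groups, 1307 with array weights and 143 in batch J.

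For the difference in response, HaCaT-EGFR had 4 genes without the batch term, 226 with only these groups, 558 with array weights, 4 in batch J and 110 without the arrays in doubt. HaCaT-HRAS had 622 without the batch term, 3034 with array weights, 456 in batch J and 2885 without the arrays in doubt. HaCaT-PIK3CA had 7 without the batch term, 6 with only these groups, 268 with array weights, 3 in batch J and 92 without the arrays in doubt. siEGFR had 3220 genes without the batch term and 3209 in batch M, and the inhibitors under scramble siRNA 2267 without the batch term, 1631 with only these groups and 6070 without the arrays in doubt.

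With an estimated correlation 88 of 159 list calls remained, and the signature means of -0.185 (genes higher in HaCaT-HRAS, in HaCaT-EGFR) and 0.410, 0.433 and 0.380 (genes raised by siEGFR) lost their call. Without the batch term DHCR7 turned to 0.0802 with the inhibitors in HaCaT-EGFR and TOP2A to -0.10 under scramble siRNA. Under the probe set rule of the study NRG1 turned to -0.23 (HaCaT-EGFR against HaCaT-Mock) and 0.17 (afatinib against cetuximab), COL1A1 to 1.13 (inhibitors in HaCaT-EGFR) and 0.89 (gefitinib), C2orf74-DT to 0.12, LINC02551 to 0.0298, PTPRC to -0.17 (siEGFR), and the markers of other cell types in afatinib against cetuximab reached an adjusted p of 0.0269 in the other direction.

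Leaving out 1 array at a time, with a lone array assumed to vary like the others, gave 18 to 103 genes for HaCaT-EGFR, 2488 to 2760 for HaCaT-HRAS and 7 to 26 for HaCaT-PIK3CA against HaCaT-Mock, 4600 to 5642, 3333 to 5203, 285 to 2298 and 3042 to 4878 for the inhibitors in the 4 lines, 6865 to 7666, 6913 to 7791 and 5133 to 5675 for afatinib, gefitinib and cetuximab, with EGFR changes of 0.38 to 0.42, 0.22 to 0.29 and 0.02 to 0.04. It gave 36 to 454, 2207 to 3525 and 1510 to 3533 for the inhibitor pairs, 3 to 13, 1165 to 2359 and 10 to 50 for the responses, 5314 to 5553 for siEGFR with EGFR at -1.94 to -1.90, and 3270 to 4999 under scramble siRNA. Arrays that moved a count by over 1.5 times were, for HaCaT-EGFR against HaCaT-Mock, PBS 1 (59) and 2 (18) of HaCaT-EGFR and PBS 2 of HaCaT-Mock (78), and for HaCaT-PIK3CA against HaCaT-Mock, PBS 1 (12) and 3 (7) of HaCaT-PIK3CA and PBS 1 (8) and 3 (12) of HaCaT-Mock. For the inhibitors they were PBS 1 of HaCaT-EGFR (3333), and PBS 1 (579), 2 (609) and 3 (285) and gefitinib 3 (2298) of HaCaT-HRAS. For afatinib against gefitinib they were gefitinib 1 (36) and 2 (47) of HaCaT-PIK3CA, afatinib 1 (53) and gefitinib 1 (63) of HaCaT-EGFR, afatinib 1 (53) and 3 (56) of HaCaT-Mock and gefitinib 3 of HaCaT-HRAS (454, and 3533 for gefitinib against cetuximab). For the response of HaCaT-HRAS it was its PBS 2 (1165), for that of HaCaT-PIK3CA its PBS 2 (10), afatinib 1 (46) and 2 (50) and PBS 2 of HaCaT-Mock (12). For the response of HaCaT-EGFR they were its PBS 1 and 2 (3 each), afatinib 1 and 3 (7 and 6), gefitinib 2 and 3 (9 and 7) and cetuximab 1 and 2 (8 each), and in HaCaT-Mock PBS 1, 2 and 3 (7, 3 and 6), afatinib 2 (7), gefitinib 1 (8) and cetuximab 1 and 2 (8 and 9).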

Other observations

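No further test was made for this part, and its genes were chosen after their values were seen.

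The carcinoma lines and parental HaCaT cells entered no comparison, and their values are given per array. The FaDu array under PBS, second of each FaDu pair below, had an ACTB 3' minus 5' difference of 2.645 on the log2 scale. KRT4, a mucosal keratin, measured 12.24 and 11.56 on the FaDu arrays, above the highest HaCaT construct array (10.22), and 4.84 and 4.91 on the SCC1 arrays. IVL lay at 7.74 in parental HaCaT cells and between 3.68 and 4.94 on the carcinoma arrays, below the lowest HaCaT construct array (6.03). VIM measured 10.26 and 10.53 in SCC25 against at most 8.56 on any construct array. EGFR measured 11.81 and 11.08 in SCC25, 10.33 and 9.58 in SCC1, 10.33 and 9.61 in FaDu and 10.16 in parental HaCaT cells. In each SCC25 and SCC1 pair the first array was in batch J and the second in batch M. The FaDu arrays were in batches M and P and the parental array in batch M. These values were not adjusted for batch. EGFR in HaCaT-Mock under scramble siRNA measured 10.95 and 10.78 in batch J and 10.19 in batch M. IL1A, an epithelial alarmin, measured 10.73 and 10.27 in SCC1 and 6.77 in parental HaCaT cells.

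Some genes of invasion, inflammation and cell identity were not described above for the comparison in which they changed. The rise of CCL2 with the knockdown is repeated from above. In HaCaT-HRAS under PBS the urokinase PLAU and its receptor PLAUR were 1.19 and 1.34 higher, TNC, a matrix glycoprotein, changed by -1.52, and LIF, an interleukin 6 family cytokine, rose by 1.44. With the inhibitors in HaCaT-Mock MMP13 rose by 2.90 and MMP9 and VIM changed by -1.94 and -1.07, in a mesenchymal list with 2 of 17 members higher and 6 lower (adjusted p = 0.31). Of 12 markers of other cell types 3 were higher there, the endothelial CDH5 at 0.95 and the fibroblast genes COL3A1 and DCN at 0.77 and 0.54, and the list did not pass (adjusted p = 0.38). In HaCaT-HRAS against HaCaT-Mock 4 of 11 epithelial junction genes were higher, among them CLDN4 (0.90) and OCLN (0.71), and 2 lower, CLDN1 at -0.58 and GRHL2 at -0.39 (adjusted p = 0.030, and adjusted p = 0.22 with an estimated correlation). Of 16 receptor tyrosine kinases 4 were higher, among them MET (0.45) and ERBB3 (0.32), and 2 lower, FGFR2 at -0.71 and FGFR3 at -0.79 (adjusted p = 0.59). For the knockdown, BCL6, a transcriptional repressor, rose by 0.71. ERBB3, a receptor partner of EGFR, rose by 0.58, in a receptor list with 4 of 16 higher and 2 lower, of which 1 was EGFR, the target of the siRNA. IL1A and IL1B changed by -0.98 and -0.73, while CCL2 and IL1RN rose by 1.69 and 0.59, and of 15 chemokine and interleukin genes 4 were higher and 5 lower (adjusted p = 0.99).

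The p values below are not like for like, since all labelled arrays were kept here, batch entered the model, and processing and probe set choice differ from those of the study. The adjusted p for EGFR with gefitinib was 6.8e-05 here. That is higher than the value quoted from the study above. The adjusted p for EGFR with afatinib was 1.2e-09. That is lower than the value quoted from the study above. The adjusted p for EGFR with cetuximab was 0.75. That is higher than the value quoted from the study above. The adjusted p for EGFR with siEGFR was 8.1e-37. That is lower than the value quoted from the study above.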
